A study of Homo sapiens with 3 samples. Its data were reported in "Super-enhancer profiling identifies novel critical and targetable cancer survival gene LYL1 in pediatric acute myeloid leukemia" (2022).

How the data were processed

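H3K27ac, the acetylation of lysine 27 on histone H3 that marks active promoters and enhancers, was profiled by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in NB4, an established human acute promyelocytic leukemia cell line. The labels describe 3 samples. They were grouped by those labels as untreated NB4 with H3K27ac ChIP, NB4 treated with GNE-987 with H3K27ac ChIP, and untreated NB4 input DNA, with 1 library in each group. GNE-987 is a small-molecule compound that the study tested against leukemia cells. The labels give neither its dose nor the treatment time, and the study states both. The analysis used 2 peak tables, 1 for each H3K27ac library. A peak list of the input sample was not used here.

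According to the study's methods, the authors aligned reads to UCSC hg38 with Bowtie2 (version 2.3.5) and called peaks with MACS2 (version 2.0.9) at a q-value threshold of 0.01. The methods name no filter for duplicates, mapping quality or blacklisted regions, and do not say which control the peak caller was given. The deposited tables list for each peak its position, width in base pairs and summit. The pileup the authors deposited is a coverage signal, the number of extended fragments over the summit after the peak caller's scaling between ChIP and control. The fold enrichment the authors deposited is a ratio of summit pileup to local background within that library. The authors also deposited a −log10 p-value and a −log10 q-value for each peak. The headings of these last columns were damaged by a spreadsheet program, and the columns were identified by the column order of the peak caller and by their values. Coordinates are given as deposited, on hg38 and counted from 1. Peak positions were compared with the 455 sequences of the hg38 reference, and 0 peaks ran past the end of a sequence.

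Everything else was computed from these tables with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0. Figures were drawn with matplotlib 3.10.9. The reference was indexed with samtools 1.23.1, and overlaps were checked with bedtools 2.31.1, which gave the same counts. A peak was counted as shared when it overlapped a peak of the other library by at least 1 bp. The overlap was set beside 1000 random placements of the GNE-987 peaks on their own sequences. An untreated peak that overlapped a GNE-987 peak is called retained, and any other untreated peak is called lost. At shared peaks the deposited fold enrichment of the GNE-987 peak was divided by that of its strongest untreated partner. The peak caller set those values within each library, so this ratio describes the lists and is not a calibrated change in acetylation. A confidence interval for a median ratio came from the order statistics, and that of a rank probability from 1000 bootstrap draws of peaks.

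Promoter peaks were those overlapping 2 kb on either side of a transcription start site (TSS) of any gene in GENCODE release 44. The annotation used covers the main chromosomes only. Random main-chromosome positions (10000) gave the background. For stitched enhancer regions, peaks lying wholly within 2 kb of a TSS were removed and the remaining peaks were joined across gaps of up to 12.5 kb, the settings of the study's ROSE run. Stitched regions were ranked by the sum over peaks of fold enrichment times width, and those past the point where the scaled curve has a slope of 1 are called super-enhancer-like. ROSE ranks by reads, which were not used here. A gene locus was the gene body with 10 kb on each side. Retention was compared between peak classes within 10 strata of untreated fold enrichment, with a Mantel-Haenszel odds ratio. Shares of a single library carry 95% Wilson intervals. These intervals cover counting error only, and neighbouring peaks are not independent.

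The copy number of a summit was the median number of occurrences in hg38 of 11 sequences of 31 bases, spaced 10 bases apart across 50 bases on either side of the summit, counted over the main and unplaced sequences. Random positions on unplaced and on alternative sequences (1000 each) served as background there. A summit with 2 or more copies is called multi-copy. Candidate loci were set beside 10000 draws of as many genes, matched on the highest untreated fold enrichment at the locus. Read totals were not part of the tables. The background and scaling of the peak caller imply them, because its lowest background equals fragments times extension length divided by genome size. The deposited p-values were recomputed from the pileup and fold enrichment of each peak. The median absolute difference in −log10 p was 6e-06 in the untreated table and 0.00143 in the GNE-987 table. This tests the local background recovered for each peak, not the read totals. The untreated control total rests on a scaling step that held 57.7% of the low local background values. The calculations were tested on simulated data with known answers, where the largest error among 9 quantities was 1.33%.

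The named genes were fixed before the data were examined here, but the study had chosen its candidates partly by super-enhancers in NB4 cells. They are the 17 super-enhancer-associated genes that the text of the study lists as lowered by GNE-987, with MPO and SPI1 added, 19 in all. In the annotation 18 names matched directly, and ASNA1 matched as a synonym of GET3. By the same rule the 3 peaks with the highest −log10 q and the 3 longest stitched regions of each library are named, and LYL1 is described peak by peak. No test between conditions was possible with 1 library per condition, so comparisons are descriptive and carry no p-value.

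Alternatives fixed before the data were examined were a q-value of at most 1e-05, a fold enrichment of at least 5, main chromosomes only, peaks within 1 kb merged, a required overlap of 50% of the shorter peak, peaks within 1 kb counted as shared, an untreated list limited to its strongest 659 peaks by −log10 q, the mean of several partners, TSS windows of 1 kb and 5 kb, protein-coding TSS only, stitching within 5 kb, no TSS exclusion, ranking by stitched length, and gene windows of 2 kb around the TSS or 50 kb around the gene. Further alternatives were added after the data were seen. They are main chromosomes only for the odds ratios of retention and for the promoter shares of GNE-987 peaks with and without a partner, peaks with single-copy summits only, which also leaves out alternative haplotypes, and summit pileup over the genome-wide background of each library.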

Results

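H3K27ac ChIP-seq was carried out in NB4 cells in the absence or presence of the small-molecule compound GNE-987, with 1 library per condition. The differences between conditions therefore have no replicate check. The tables hold no read totals. The totals implied by the background values of the peak caller were 10.8 M fragments for the untreated ChIP and 22.4 M for the GNE-987 ChIP, with 15.2 M control fragments behind each list. The fold enrichment and −log10 q given for a peak are the authors' values from the peak caller.

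To describe how H3K27ac peaks differed after GNE-987 treatment, the size of both peak lists was compared. The untreated library had 16908 peaks and the GNE-987 library had 659, a ratio of 25.7. Merged peaks covered 15783 kb in untreated cells and 187.6 kb after treatment, a ratio of 84.1. The alternative that moved the number of GNE-987 peaks most kept peaks with single-copy summits only and left 374. The median peak width was 747 bp (range 273 to 9825 bp) in untreated cells and 241 bp (range 163 to 1168 bp) after treatment. The median fold enrichment was 7.93 (range 1.27 to 66.6) in the untreated list and 6.27 (range 1.68 to 22.1) in the GNE-987 list. The median −log10 q was 20.8 and 7.67, respectively. The weakest peak listed had a −log10 p of 4.29 in untreated cells and 6.17 after treatment, so the lists do not share a p-value threshold. Main chromosomes held 95.1% of untreated peaks and 88.8% of GNE-987 peaks.

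By −log10 q, the highest untreated peak lay on chromosome 20 from 378977 to 382486, with its summit in an intron of TRIB3, a fold enrichment of 52.0 and a −log10 q of 394.6. The next lay on chromosome 6 from 42781498 to 42784134, in an intron of BICRAL and 672 bp from the nearest TSS, with a fold enrichment of 40.3 and a −log10 q of 363.9. The peak ranked after it lay on chromosome 2 from 177212043 to 177213790, in an intron of HNRNPA3 and 220 bp from a TSS, with a fold enrichment of 22.01 and a −log10 q of 356.6. Only this last peak overlapped a GNE-987 peak, which had a fold enrichment of 3.96. In the GNE-987 list, the highest peak lay on chromosome 1 from 143272979 to 143273282, in intergenic sequence 70049 bp from the nearest TSS, with a fold enrichment of 19.3 and a −log10 q of 58.8. Its summit sequence had 3 copies in the reference. The next covered positions 316 to 1220 of the unplaced sequence Un_KI270466v1, which lies outside the annotation used. This peak had a fold enrichment of 5.16 and a −log10 q of 52.7, and its summit sequence had 1 copy. Another intergenic peak on chromosome 1, from 143206016 to 143207183, had a fold enrichment of 5.58 and a −log10 q of 46.9, and its summit sequence had 23 copies. These 3 GNE-987 peaks overlapped no untreated peak.

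The positions of peaks in both lists were compared to determine which untreated peaks were still called after treatment. Of the 659 GNE-987 peaks, 191 overlapped an untreated peak (29.0%, 95% CI 25.6 to 32.6). In 1000 random placements the median number of overlapping peaks was 5 and the highest was 14. Of the 16908 untreated peaks, 178 were retained (1.053%, 95% CI 0.910 to 1.22) and 16730 were lost. The list sizes bound these shares. With the untreated list limited to the 659 peaks with the highest −log10 q, the strongest 659 below, 13.8% of GNE-987 peaks were shared and 12.4% of those untreated peaks were retained, the furthest that any alternative moved either share.

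At the 191 shared peaks, the median fold enrichment was 24.2 in the untreated list and 5.82 in the GNE-987 list. The median ratio of GNE-987 to untreated was 0.233 (95% CI 0.214 to 0.279), and the middle 50% of the peaks ranged from 0.170 to 0.426. The ratio was below 1 at 179 peaks and above 1 at 12. Across these peaks, which are not independent replicates, the Spearman correlation of the values from both lists was -0.056. The ratio is defined only for peaks that passed the threshold in both lists. With the strongest 659 untreated peaks it was 0.169, the alternative furthest from the main value.

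**Figure D1:**
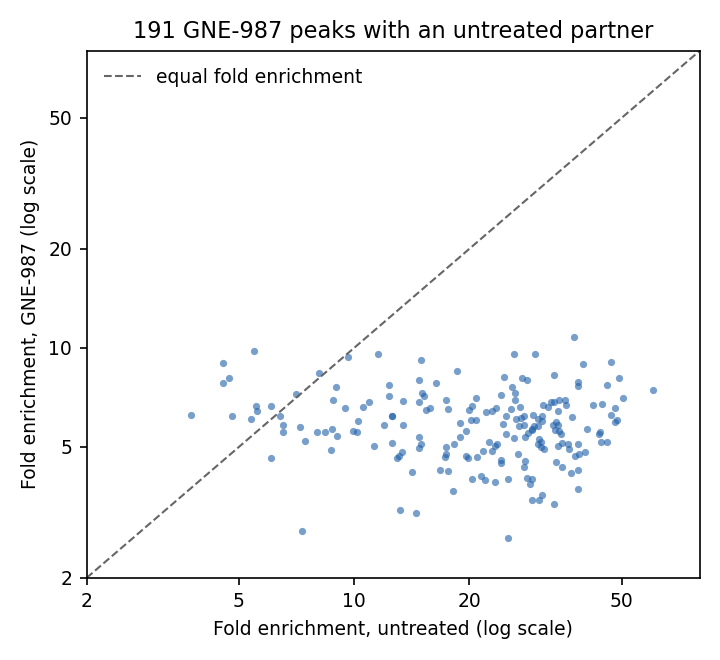
Fold enrichment of the 191 shared peaks in the untreated library (horizontal axis) and the GNE-987 library (vertical axis), both without unit and on log scales, with 1 point per GNE-987 peak and a dashed line of equal values. At 179 peaks the point lies below the line, and at 12 it lies above.

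Retained untreated peaks had a median fold enrichment of 23.9, and lost peaks one of 7.86. The probability that a retained peak had a higher fold enrichment than a lost one was 0.842 (bootstrap 95% CI 0.806 to 0.871). Within the strongest 659 untreated peaks this rank probability was 0.617. The median width was 1486 bp for retained and 741 bp for lost peaks. When untreated peaks were divided into 10 equal strata of fold enrichment, 107 of 1690 were retained in the strongest stratum (6.33%) and 2 of 1691 in the weakest (0.118%).

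Promoter and other peaks were then compared to assess where peaks remained. In untreated cells 65.4% of peaks (95% CI 64.6 to 66.1) were promoter peaks, and after treatment 31.4% were (95% CI 27.98 to 35.1). Of random main-chromosome positions, 7.16% fell in the same windows. Among GNE-987 peaks, the share was 83.8% (95% CI 77.9 to 88.3) for the 191 with an untreated partner and 10.04% (95% CI 7.64 to 13.1) for the 468 without one. The annotation used covers the main chromosomes only, so no peak elsewhere could count as a promoter peak. On main chromosomes only, the share for GNE-987 peaks without a partner was 11.9% (95% CI 9.04 to 15.4). The promoter share of GNE-987 peaks moved most when peaks with single-copy summits only were kept, to 52.9%. For untreated peaks it moved most in the strongest 659, to 89.5%. Of 11051 untreated promoter peaks, 1.39% were retained, and of 5857 other peaks 0.410% were. Promoter peaks made up 1472 of the 1690 peaks of the strongest stratum and 756 of the 1691 of the weakest, and at matched strength the odds ratio of retention was 1.59 (95% CI 1.00 to 2.51). The 788 untreated peaks on alternative haplotypes and the 45 on unplaced sequences, which the annotation used does not cover, count as other peaks here. On main chromosomes only, the odds ratio was 1.33 (95% CI 0.826 to 2.15), an interval that includes equality.

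**Figure D2:**
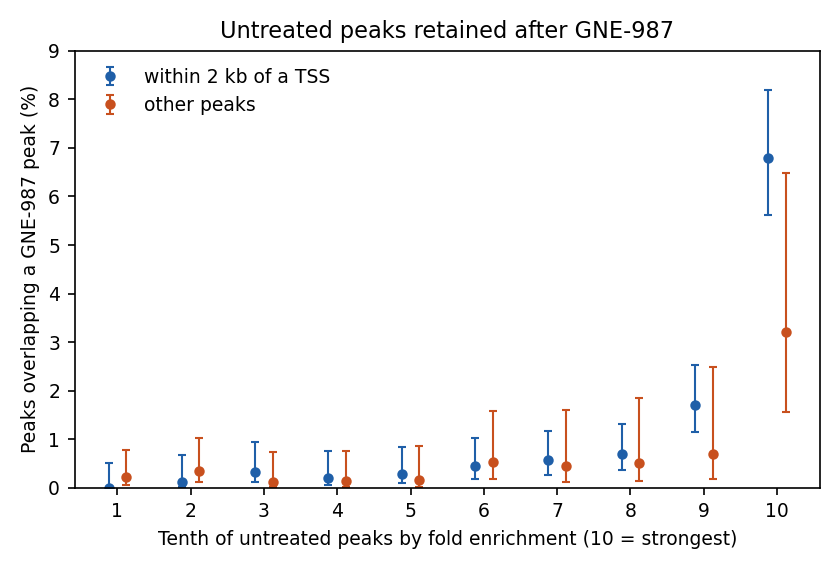
Share of untreated peaks that overlapped a GNE-987 peak, in percent (vertical axis), for each of the 10 strata of untreated fold enrichment (horizontal axis, 10 the strongest), with promoter peaks and other peaks, those off the main chromosomes included, as points and 95% Wilson intervals as bars. In the strongest stratum 6.79% of promoter peaks (95% CI 5.62 to 8.19) and 3.21% of other peaks (95% CI 1.56 to 6.48) were retained.

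Because the study identified super-enhancers by stitching H3K27ac peaks, the stitched regions of both libraries were compared. After TSS exclusion, stitching gave 4349 regions in untreated cells and 226 after treatment. Without TSS exclusion these numbers were 11006 and 399, the alternative that moved them most. The ranking called 385 untreated regions super-enhancer-like, with a median length of 4.71 kb and 48.0% of the summed signal. In the GNE-987 library it called 22, with a median length of 14.1 kb and 55.0% of the summed signal. No untreated super-enhancer-like region overlapped a GNE-987 super-enhancer-like region, so the median lengths describe different regions. Of the 385 untreated regions, 16 overlapped any GNE-987 peak, and of the 22 GNE-987 regions, 4 overlapped any untreated peak. The longest untreated region spanned 57.7 kb and 15 peaks at chromosome 16 from 85529101 to 85586824, in GSE1. The next regions spanned 56.3 kb and 13 peaks at chromosome 3 from 196108098 to 196164349, and 42.4 kb and 17 peaks at chromosome 6 from 43909747 to 43952130, neither in a protein-coding gene. The longest GNE-987 regions lay on chromosome 10 from 41843457 to 41883528 (40.1 kb, 22 peaks), on chromosome 10 from 42066562 to 42104695 (38.1 kb, 35 peaks) and on the unplaced sequence Un_GL000216v2 from 1796 to 35596 (33.8 kb, 19 peaks). Those on chromosome 10 held no protein-coding gene, and the unplaced sequence lies outside the annotation used. Of the 65 GNE-987 peaks on chromosome 10 between 40 and 45 Mb, 60 had multi-copy summits.

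The genes that the study associated with super-enhancers and found lowered by GNE-987 were examined next, together with MPO and SPI1. In untreated cells 18 of the 19 loci had at least 1 peak, with 92 distinct peaks in all, a median of 3 per locus and 39 at GSE1. MPO had none, and its nearest peak was 47.6 kb away. A super-enhancer-like region was present at 13 loci. The study had already filtered its candidates by super-enhancers in NB4 cells, and it reported them at MPO and SPI1 there too. The untreated counts are therefore no independent support. After treatment 2 loci had a peak and 17 had none. The peak at ZEB2 had a fold enrichment of 5.46 and a −log10 q of 3.62, and the peak at FRMD8 had 4.08 and 3.54. The ZEB2 peak overlapped no untreated peak, and the FRMD8 peak lay 5.97 kb outside the gene. A GNE-987 peak at a locus therefore need not mark a retained untreated peak. At a q-value of at most 1e-05, 0 loci had a GNE-987 peak. Of all 20033 protein-coding genes, 12082 had an untreated peak at their locus and 326 of these (2.70%) also had a GNE-987 peak. In 10000 draws of 18 genes matched to the list on the highest untreated fold enrichment at the locus, the median number with a GNE-987 peak was 1 (95% range 0 to 3), and 90.2% of draws had 2 or fewer.

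LYL1 (ENSG00000104903.5) lies on the minus strand of chromosome 19 from 13099033 to 13103161. Within 10 kb of the gene, 3 untreated peaks were called. The first ran from 13096062 to 13097163 (1102 bp), with its summit in a UTR of the neighbouring gene NFIX, a fold enrichment of 5.08 and a −log10 q of 14.98. The next ran from 13097402 to 13100550 (3149 bp), with its summit also in a UTR of NFIX, a fold enrichment of 9.80 and a −log10 q of 37.8. The last ran from 13100742 to 13104748 (4007 bp) and had its summit 44 bp upstream of the LYL1 TSS, a fold enrichment of 8.92 and a −log10 q of 48.6. Together they formed a stitched region of 8.69 kb, which ranked 144 of 4349 and was super-enhancer-like. No GNE-987 peak was called at the locus, and the nearest was 733.5 kb from the gene. These peaks also fall within 10 kb of TRMT1, so the loci of the list are not all separate.

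**Figure D3:**
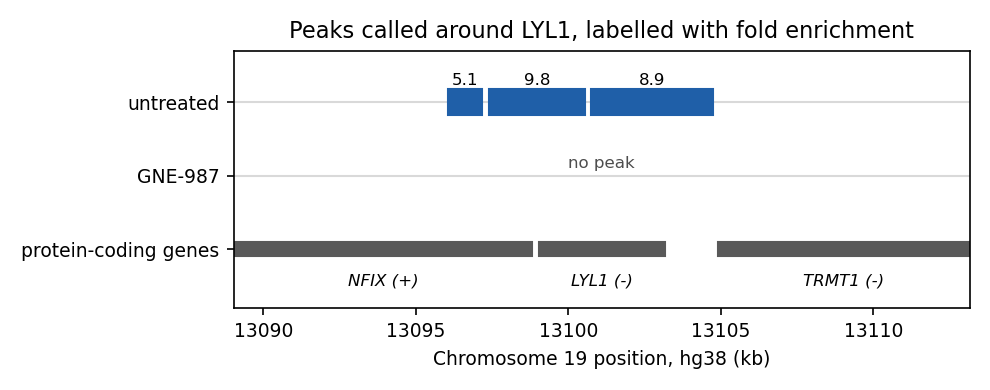
Peaks called in the untreated and GNE-987 libraries within 10 kb of LYL1 on chromosome 19 (horizontal axis, hg38 position in kb), with fold enrichment above each peak and protein-coding genes with their strand underneath. The untreated track has 3 peaks and the GNE-987 track has none.

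To describe the GNE-987 peaks without an untreated partner, the copy number of summit sequences was compared. Multi-copy summits made up 56.9% (95% CI 52.4 to 61.3) of 464 GNE-987 peaks without a partner and 8.42% (95% CI 5.25 to 13.2) of 190 with one, alternative haplotypes left out. The share was 18.6% (95% CI 17.98 to 19.2) of untreated peaks and 17.2% (95% CI 16.5 to 17.97) of random main-chromosome positions.

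**Figure D4:**
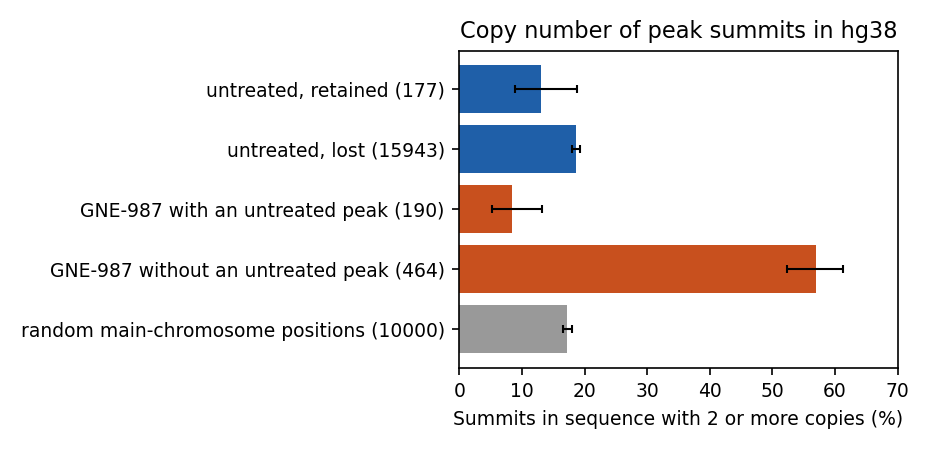
Share of summits in sequence with 2 or more copies in hg38, in percent (horizontal axis), for retained and lost untreated peaks, GNE-987 peaks with and without an untreated partner, and random positions, with 95% Wilson intervals as bars and the number of summits in parentheses. The GNE-987 peaks without a partner stand at 56.9%, and each of the other classes lies at 18.6% or lower.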

Values the study reported

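The study reported that 50% inhibitory concentrations of GNE-987 were under 50 nM in the leukemia cell lines it tested, NB4 among them. Its H3K27ac ChIP-seq of treated NB4 cells used GNE-987 at 25 nM for 24 h. It counted 11,834 genes with changed expression after GNE-987 treatment of NB4 cells. It listed 200 genes with super-enhancers shared by at least 10 patient samples. Filtering these by super-enhancers in NB4 and lowered expression left 20 candidate genes. At LYL1, super-enhancers were seen in 10 patient samples.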

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

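The test on unplaced sequences and the random positions on alternative haplotypes were chosen after the results were seen, and the test on alternative haplotypes before.

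The untreated list holds 788 peaks on alternative haplotype sequences, which no gene-level comparison uses and which drew attention as signal outside the main measurement. They lie on 113 such sequences, and 371 of them lie on 9 alternative sequences of chromosome 6. The GNE-987 list has 5 peaks on alternative haplotypes. An alternative haplotype repeats a locus of the main assembly, so reads from one locus may be placed on several copies. For 98.35% of the 788 peaks (775), the summit sequence also occurs on a main or unplaced sequence, and the same holds for 97.9% of 1000 random positions on these haplotypes. The test would come out this way for nearly any peak there, so shared reads can neither be shown nor excluded by it. No biological explanation was tested for the number of these peaks. With main chromosomes only, the untreated promoter share was 68.7%.

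The GNE-987 list holds 69 peaks on unplaced or unlocalised sequences, 10.5% of its peaks, which stood out for the same reason. In the untreated list 45 peaks (0.266%) lie on such sequences. Only 1 of the 69 overlaps an untreated peak. Multi-copy summits make up 69.6% of the 69, against 66.1% of random positions on the same sequences, a ratio of 1.052. In the untreated list the share on such sequences is higher, 88.9% (40 of 45). That ratio cannot separate a collapse of reads from many copies from a property of these repetitive sequences, and the pattern cannot be told apart from that explanation. A change in acetylation after treatment was not tested separately for these sequences.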

How the results depend on the processing

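For 20 results, 106 alternative values were computed, of which 70 stayed within the confidence interval of the main value or, for counts, within 1.5 times it, and 36 moved further. The alternatives were set before the data were examined, except for single-copy summits, pileup over the genome-wide background, and main chromosomes only for both odds ratios and for the promoter shares of GNE-987 peaks with and without a partner. No paired analysis was possible because each condition has 1 library, and leaving out a replicate was not possible for the same reason. Under each alternative run on both lists, the untreated list was larger than the GNE-987 list. The ratio of untreated to GNE-987 ranged from 25.5 to 35.1 for peaks, from 84.1 to 131 for covered length, from 17.9 to 27.6 for stitched regions and from 14.0 to 32.1 for super-enhancer-like regions.

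With single-copy summits only, there were 374 GNE-987 peaks covering 102.4 kb, the promoter share was 74.5% in untreated cells and 52.9% after treatment, there were 2692 and 131 stitched regions, 9 GNE-987 regions were super-enhancer-like, and 44.1% of GNE-987 peaks were shared. The GNE-987 peaks left out are 280 with multi-copy summits and 5 on alternative haplotypes. For the other changes in this part, the cause was not tested.

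At a q-value of at most 1e-05, the untreated promoter share was 67.2%, the number of candidate loci with a GNE-987 peak was 0, and 0.820% of untreated peaks were retained. With a fold enrichment of at least 5, the untreated promoter share was 70.3% and 1 candidate locus had a GNE-987 peak. On main chromosomes only, the promoter share was 68.7% in untreated cells and 35.4% after treatment.

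With the strongest 659 untreated peaks, the untreated promoter share was 89.5%, 7 candidate loci had an untreated peak, 13.8% of GNE-987 peaks were shared, 12.4% of these untreated peaks were retained, the ratio at shared peaks was 0.169, and the rank probability of retained over lost peaks was 0.617. When peaks within 1 kb counted as shared, 37.5% of GNE-987 peaks were shared, 1.45% of untreated peaks were retained, the ratio was 0.283 and the rank probability was 0.748.

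The promoter share was 60.5% and 27.9% in untreated and GNE-987 cells with a TSS window of 1 kb, 72.7% and 38.2% with 5 kb, and 55.6% and 22.8% with protein-coding TSS only. Without TSS exclusion, there were 11006 and 399 stitched regions and 692 untreated super-enhancer-like regions. Ranking by stitched length gave 41 GNE-987 super-enhancer-like regions. With 2 kb on either side of the TSS, 1 candidate locus had a GNE-987 peak.

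The number of GNE-987 peaks limits what can be compared. With 178 retained peaks, 24 of them outside promoters, the interval of the odds ratio between promoter and other peaks reaches from 1.001 to 2.51, and on main chromosomes only from 0.826 to 2.15.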

Other observations

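The tests on sequencing depth and on the shared control were chosen after the results were seen. The tests on the calling threshold, on retention at matched strength and on multi-copy summits among peaks without a partner or weak peaks were chosen before.

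The fewer peaks after GNE-987 treatment were weighed against technical explanations. The depth implied by the tables is 2.08 times higher in the GNE-987 library than in the untreated one, which goes against a lack of reads as the cause. The GNE-987 list also has a stricter p-value threshold and a shorter fragment extension (163 against 273 bp). The study's methods state a q-value threshold, but neither a p-value threshold nor an extension. The lowest −log10 q is 2.01 in the untreated list and 2.15 in the GNE-987 list. Both differences may therefore follow from the libraries themselves and not from chosen settings. With each untreated fold enrichment kept and the GNE-987 background and threshold applied, 94.3% of untreated peaks would still be called. The threshold and background by themselves thus leave most of the difference in peak number open. Because fold enrichment was kept, this says nothing about a weaker signal behind them. A fall in fold enrichment by the same factor at each peak would have a large effect: divided by 4 it leaves 3129 peaks, by 6 it leaves 1090, and by 8 it leaves 316. A uniformly weaker immunoprecipitation would also leave the strongest peaks. It would move each fold enrichment toward 1 and not divide it by a constant, so these counts do not model it. Of the peaks left by these factors, 132, 101 and 54 are among the 178 retained. One common factor with a fixed cutoff therefore does not reproduce which peaks were retained. Sampling noise was not modelled and would also move peaks across the cutoff, so this comparison cannot exclude a uniformly weaker immunoprecipitation. At matched strength the odds ratio of retention for promoter against other peaks is 1.59, with an interval from 1.001 to 2.51. On main chromosomes only, it is 1.33 with an interval from 0.826 to 2.15, which spans an equal loss. A weaker immunoprecipitation, uniform or varying between peaks, cannot be told apart from a loss of acetylation after treatment in these 2 libraries. A loss of acetylation remains a hypothesis, and a varying immunoprecipitation was not tested.

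Outside promoters, a preferential loss of peaks inside super-enhancer-like regions was tested. Of 825 such peaks 5 were retained (0.606%), and of 5032 other non-promoter peaks 19 were (0.378%). At matched strength the odds ratio is 0.987 (95% CI 0.344 to 2.83), and on main chromosomes only it is 1.296 (95% CI 0.443 to 3.79). Each interval covers a preferential loss as well as a preferential retention, so the data leave the question open. The candidate loci cannot settle it, since 2 of the 18 with an untreated peak have a GNE-987 peak and draws of matched genes range from 0 to 3 (95%), so that even a loss at each of these loci would lie within the range.

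Many GNE-987 peaks without an untreated partner lie close together. The 6 windows of 5 Mb with the most GNE-987 peaks, chosen for that number, hold 168 of the 468 without a partner, 10 with one and 1.053% of untreated peaks. The window on chromosome 10 from 40 to 45 Mb has 65 GNE-987 peaks, of which 0 are shared, and 17 untreated peaks. Multi-copy summits are 6.76 times as frequent among GNE-987 peaks without a partner as among those with one. The peaks with a partner are mostly promoter peaks, and their share of 8.42% is below that of random main-chromosome positions (17.2%). On main chromosomes, 54.8% of peaks without a partner have multi-copy summits, still above the random share. Reads misplaced within repeated sequence could give such an excess. Copies were counted in the reference, so reads collapsing from copies that it lacks were not measured. Reference copy number is the same for both libraries, so it does not by itself explain why the untreated list lacks these peaks. Both tables imply nearly the same control depth, with a ratio of 0.9993, so a control from untreated cells may have served for both, and a difference in copy number in the treated culture would not be cancelled by it. That explanation cannot be separated from the others here. A further 179 peaks without a partner lie on main chromosomes with single-copy summits, and 25.7% of them are promoter peaks. Of these 179, 47 lie within 1 kb of an untreated peak.

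Weakly enriched untreated peaks share this property. Multi-copy summits make up 27.2% of the lowest quartile by fold enrichment of untreated peaks and 7.62% of the highest, a ratio of 3.57. Random main-chromosome positions lie between them at 17.2%. The quartiles were not matched on promoter content, which rises with strength, so part of the ratio may come from that. The share in the lowest quartile is still above the random one, as it would be if repeated sequence added weak peaks to the untreated list. No biological explanation was tested for this pattern.

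The MPO locus has no untreated peak within 10 kb of the gene, and the nearest one is 47.6 kb away. The study placed a super-enhancer at MPO in NB4 cells. In these peak lists such a region was not seen at MPO, and the cause was not tested.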
